A study of Homo sapiens with 6 samples. Its data were reported in "DAXX drives de novo lipogenesis and contributes to tumorigenesis" (2023).

How the data were processed

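Total RNA was profiled from MDA-MB-231 cells, an established triple-negative breast cancer line, that stably overexpressed either wild-type DAXX (DAXX OE) or a DAXX mutant whose SUMO-interacting motifs were disabled (DSM OE). DAXX is a histone chaperone and transcriptional co-regulator, and SUMO is a small protein that is attached to other proteins and bound through such motifs. Both populations were made by lentiviral transduction and selection with puromycin at 2 µg/mL. Cells were cultured for 24 h in complete medium before RNA was taken. The labels name different culture vessels in different fields, so the vessel is not settled. Biotinylated cRNA was made from 200 ng of total RNA and hybridised to GeneChip HTA 2.0 transcriptome arrays (Affymetrix), a 1-colour platform that summarises probes into transcript clusters. The series holds 3 arrays per group, described as biological replicates of 1 population per construct. Cells with a control vector or with DAXX knockdown, which the study also describes, were not analysed here, so no change against unmodified cells is given.

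The deposited values are log2 signals that the authors obtained by robust multi-array averaging (RMA), which corrects background, quantile-normalizes probes across arrays and summarises each cluster by median polish. The submitters' processing notes name Affymetrix Expression Console 1.3. The study's methods describe a ComBat batch correction for arrays collected at different times. Whether it was applied to these 6 arrays, and which arrays were normalized together, is not given in the sources used here. No scan date or batch is labelled. An RMA signal has no counting depth, and the number of arrays limits the precision. The median signal over all rows was 5.62 to 5.89 (log2) per array. The 23 background probe sets had a median of 4.26 to 4.46, against a median of 6.72 to 6.75 over genes. Between 19586 and 20827 genes lay above that background median on an array.

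The table held 70523 rows, of which 67528 were transcript clusters and 2995 were control or other probe sets. The annotation table listed 25324 probes: 23781 carried 1 gene symbol and 1543 carried several. The remaining 45199 rows were not listed and are unnamed here. Clusters with 1 symbol were matched by Entrez identifier to current RefSeq genes of assembly GRCh38.p14, which changed 0 symbols, and 2284 clusters had no match and kept their symbol. Each gene was represented by its cluster with the highest mean over the 6 arrays, giving 22465 genes, with no filter on dim signals.

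DSM OE was compared with DAXX OE for every gene with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 2-sided), and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The fit had 4 residual degrees of freedom before moderation. Every adjusted p printed for a gene comes from limma. A second count used the thresholds given in the study's methods, a fold change beyond 1.3 and an unadjusted p under 0.05. A set of 21 gene lists was tested with camera, which asks whether the moderated statistics of a list differ from those of all other genes. Camera used a preset inter-gene correlation of 0.01 and adjustment over the 21 lists. For each list, members past the threshold were counted after adjustment over all genes and adjusted over the list alone. To set a list against genes of like signal, its median was ranked among 10000 random lists whose members were drawn from the same of 20 level bins.

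Named genes followed a rule fixed before the data were examined. It took DAXX and the genes for which the study describes RT-qPCR primers, of which SREBF1, SREBF2, FASN, STARD4, HMGCS1 and FDPS are reported. It also took the 8 largest differences in each direction past the threshold, among genes with groups that do not overlap and a mean above the median level, leaving out small RNAs and uncharacterised loci, filled up by unadjusted p where fewer than 8 passed, and up to 2 members of each list per direction past the threshold. The gene lists, the tests and most alternatives were also fixed then. The alternatives were the replicate number as a block, each array left out in turn, genes above the median level only, quantile normalization, median centring, trended and robust moderation, array weights, the mean of a gene's clusters, all transcript clusters, limma's treat at 1.3-fold, an adjusted p under 0.01, camera with an estimated correlation or on ranks, and fry. Cyclic loess normalization, gene-by-gene array weights, the rule applied to the fit without DAXX OE replicate 1, the level-matched lists and the scan along chromosomes were chosen after seeing the data. The scan took a running mean over 51 neighbouring genes, for 10677 genes above the median level, with 1000 shuffles of gene order.

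The group labels share replicate numbers, so it was checked whether same-numbered arrays deviate together from their group means. They did not do so consistently, and the numbers were not used for pairing in the main fit. DAXX OE replicate 1, which stood apart from the other arrays, dominates the deviations of its group, so this check cannot exclude a pairing. The procedures were tested on simulated data with the means and spreads of the real genes, where 200 of 22465 genes were changed. With 6 arrays, the fit recovered 71.8% of genes changed 2-fold and 32.8% of those changed 1.5-fold. Without DAXX OE replicate 1 it recovered 95.0% and 81.4%. On average 2.97% of calls with 6 arrays and 5.39% without that array were unchanged genes. All simulated arrays of a gene had the same spread, with no outlying array and no level-dependent trend. The recovered shares therefore do not describe the real fits, and their rise is no test of leaving that array out. A simulated list shift was called in 20 of 20 runs, with 1 call of an unshifted list over all runs. Simulated genes varied independently of each other, so these runs do not show how often lists whose members vary together are called falsely. A simulated 51-gene shift was found in place in 20 of 20 runs of the scan. With no shift, 5 of 20 runs passed the 95th percentile of shuffled order, so that percentile is too lenient.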

Results

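The series compared RNA from MDA-MB-231 cells overexpressing wild-type DAXX (DAXX OE) with RNA from the same line overexpressing the SUMO-binding mutant (DSM OE). Each group had 3 arrays, and 22465 genes were measured as log2 RMA signals. The comparison addresses whether DAXX needs its SUMO-interacting motifs to set gene expression in these cells, with the lipogenic genes as the study's main interest. Differences are given as DSM OE minus DAXX OE. All arrays of a group came from 1 stable population, so the tests measure the spread between cultures of that population and not between independent transductions.

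DAXX itself was compared first, because both populations were made to overexpress it. The DAXX signal was 8.86 ± 0.16 in DAXX OE and 9.34 ± 0.03 in DSM OE (log2, SD, n = 3), a 1.40-fold higher level in DSM OE (log2 difference 0.49, SE 0.10). All 3 DSM OE arrays lay above all 3 DAXX OE arrays, but the difference did not pass the threshold over all genes (adjusted p = 0.416). It passed without DAXX OE replicate 1 (log2 difference 0.40, adjusted p = 0.0144), and over all alternatives the adjusted p ranged from 2.97e-05, in a fit with array weights that did not converge, to 0.911. The signal sums endogenous and introduced transcripts, which the array does not separate. Of the 6 clusters that carry the symbol, 1 on chromosome 6 and 5 on alternate versions of its MHC region, 5 were higher in DSM OE by 0.48 to 0.49. The sixth was lower, with a mean of 7.02 in DSM OE against 7.71 in DAXX OE, where replicate 1 alone read 8.42. It stayed lower without replicate 1 (log2 difference -0.33). The clusters are versions of 1 locus, and 2 of the 5 had identical values on every array, so the 5 are not separate measurements.

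DSM OE cells expressed more MMP1, CALB2, RFPL4AL1, VAT1L and HLA-DRA than DAXX OE cells, and less KISS1. MMP1, an interstitial collagenase, was 5.76-fold higher in DSM OE (9.90 ± 0.08 against 7.37 ± 0.44, log2, SD, n = 3; adjusted p = 0.0124). CALB2, the calcium-binding protein calretinin, was 4.41-fold higher (8.57 ± 0.01 against 6.43 ± 0.06; adjusted p = 0.000249). RFPL4AL1 was 3.84-fold higher (adjusted p = 0.00407), although it has near-identical paralogs whose transcripts its probes may also bind. VAT1L was 2.75-fold higher (adjusted p = 0.0124), and HLA-DRA, the alpha chain of the MHC class II molecule HLA-DR, was 2.37-fold higher (adjusted p = 0.0145). KISS1, which encodes the metastasis suppressor peptide kisspeptin, was 2.21-fold higher in DAXX OE (7.98 ± 0.11 against 6.83 ± 0.05; adjusted p = 0.0124). Leaving out a single array other than DAXX OE replicate 1 ended 5 of these calls, with adjusted p of up to 0.123 for MMP1, 0.0696 for RFPL4AL1, 0.116 for VAT1L, 0.127 for HLA-DRA and 0.161 for KISS1, while CALB2 stayed at or below 0.0106. In total 14 genes passed the threshold, 13 higher and 1 lower in DSM OE, and the groups did not overlap in any of them. Non-overlap held for 19.2% of all genes, where chance gives 10%. The other 8 called genes, which fell outside the naming rule because their mean lay below the median level, were STK26, TSPYL5, UCA1, NFATC2, EPB41L4A, FZD3, TC2N and CYP2J2. All 8 were higher in DSM OE, with log2 differences from 0.89 for CYP2J2 to 1.61 for TSPYL5. At the study's fold and p thresholds 505 genes passed, 392 higher and 113 lower. In limma 1159 of the 22465 genes had an unadjusted p under 0.05, close to the share that chance gives. The balance of directions at the study's thresholds was 277 higher and 14 lower among genes above the median level. Without DAXX OE replicate 1 it was 165 and 75. The study's own lists were made against control cells, so these counts are not comparable with them.

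Fewer than 8 genes per direction met the naming rule, and the places filled by unadjusted p hold genes that did not pass the threshold with 6 arrays. Above in DSM OE were RRAGD, a Rag GTPase of the mTORC1 pathway (log2 difference 1.09, SE 0.15, adjusted p = 0.109), the ectoenzyme gene ENPP4 (1.20, SE 0.17, adjusted p = 0.125), SCARA3 (0.64, SE 0.10, adjusted p = 0.190) and MYH10, a non-muscle myosin heavy chain (0.79, SE 0.12, adjusted p = 0.190). Below in DSM OE were FGF13 (-0.64, SE 0.08, adjusted p = 0.0733), the adhesion molecule gene NCAM2 (6.63 ± 0.07 against 7.63 ± 0.32, adjusted p = 0.208) and the TGF-beta co-receptor gene ENG (-0.45, SE 0.08, adjusted p = 0.314). SERPINE2, a serine protease inhibitor, differed by -0.53 (SE 0.10), NQO1, a quinone reductase, by -0.41 (SE 0.08), LOXL4, a lysyl oxidase, by -0.76 (SE 0.18) and GPER1, a membrane estrogen receptor, by -0.31 (SE 0.07), with adjusted p from 0.359 to 0.569.

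**Figure D1:**
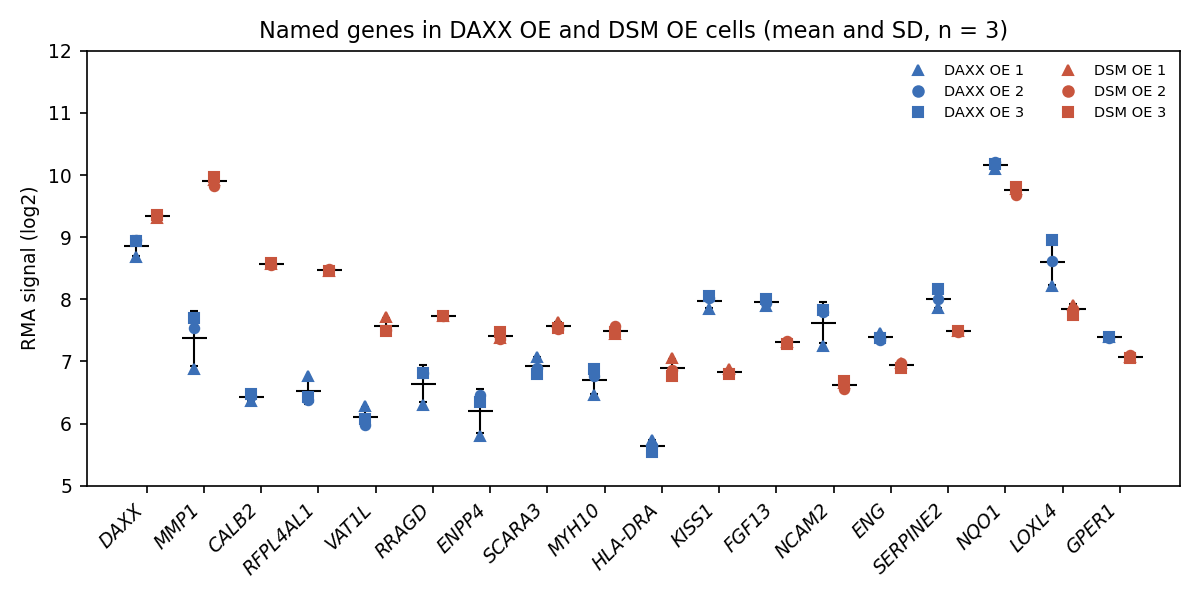
RMA signal (log2, y axis) of DAXX and the named genes (x axis) on each array, blue for DAXX OE and red for DSM OE, with triangles, circles and squares for replicates 1, 2 and 3. Black bars give the mean and SD of 3 arrays per group; MMP1 averages 9.90 in DSM OE against 7.37 in DAXX OE, where replicate 1 lies lowest at 6.87.

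DAXX OE replicate 1 stood apart from the other 5 arrays. Its Pearson correlation with them, across genes, which are not independent replicates, was 0.973 to 0.980, against 0.996 to 0.998 among those 5. The standard deviation over genes was 1.63 on this array and 1.82 to 1.85 on the others. Its deviation from the other DAXX OE arrays ran with signal level: over 10 bins of level its median deviation ranged from 0.33 to -0.39 (log2). The first principal component held 81.0% of the variance. Without this array 280 genes passed the threshold, 196 higher and 84 lower in DSM OE, including all 14 of the genes called with 6 arrays, and 240 passed the study's thresholds. That fit has only replicates 2 and 3 in the DAXX OE group. Leaving out each array was planned, but this fit was singled out because the array stood apart in these same data. Its p-values, here and below, may therefore be too small. Cyclic loess, which removes a level-dependent trend and keeps all 6 arrays, gave 25 genes, 20 higher and 5 lower, all 25 of them among the 280. Leaving out any other array left 1 to 3 genes.

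**Figure D2:**
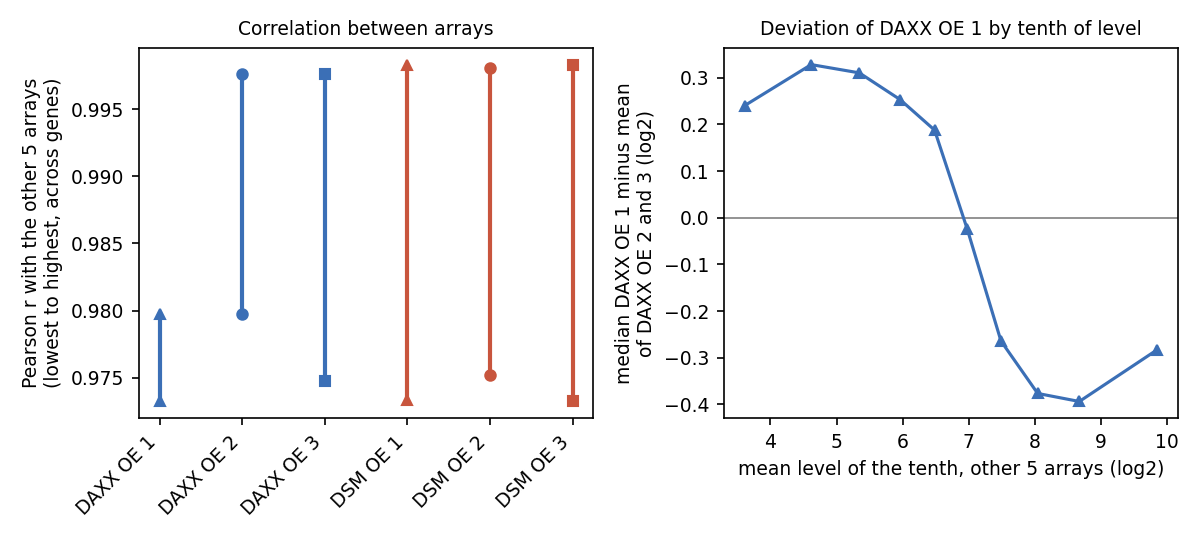
Left, lowest and highest Pearson correlation (y axis) of each array (x axis) with the other 5, across genes; DAXX OE replicate 1 spans 0.973 to 0.980. Right, median log2 deviation of DAXX OE replicate 1 from the mean of the other DAXX OE arrays (y axis) in 10 bins of signal level (x axis, mean log2 level), which ranges from 0.33 to -0.39.

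With DAXX OE replicate 1 left out, the genes named above with 6 arrays passed the threshold in the same directions, apart from those with RT-qPCR primers other than DAXX, which are given below. Under the same naming rule, the largest increases in DSM OE were again MMP1 (log2 difference 2.28, SE 0.07), CALB2 (2.11, SE 0.04), RFPL4AL1 (2.06, SE 0.04) and VAT1L (1.55, SE 0.08), followed by ENPP4 (adjusted p = 0.00196), RRAGD (0.92), CLIC6 (0.75), an intracellular chloride channel family member, and SCARA3 (0.72). The largest decreases were KISS1 (-1.21, SE 0.04), NCAM2 (-1.18, SE 0.05), LOXL4 (-0.95, SE 0.10), CPED1 (-0.76), the organic anion transporter gene SLCO4C1 (-0.73), FGF13 (-0.67), SERPINE2 (-0.60) and ILDR2 (-0.50). With 6 arrays CPED1 (-0.54), SLCO4C1 (-0.37) and ILDR2 (-0.37) had adjusted p of 0.682, and CLIC6 (0.96) of 0.354. In SLCO4C1 the array left out read 6.61, below the DSM OE mean of 6.97, and the difference after cyclic loess was -0.42 (adjusted p = 0.573).

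The cholesterol biosynthesis list was called as lower in DSM OE when DAXX OE replicate 1 was left out (set test adjusted p = 2.71e-05), but not with an estimated correlation (unadjusted p = 0.117). Of 18 measured members 14 had a negative difference, the median was -0.13 (log2), and 2 passed the threshold over all genes, both lower. When adjusted over the list alone, 7 passed as lower and 1 as higher, NSDHL. The list overlaps genes that the study showed on these arrays, as do the fatty acid and SREBP lists, so none of them is independent evidence of direction. DHCR7, which catalyses the last step to cholesterol, fell by 0.30 (9.39 ± 0.02 in DSM OE, n = 3, against 9.69 ± 0.06 in 2 DAXX OE arrays; adjusted p = 0.0380), and CYP51A1, the lanosterol demethylase, fell by 0.26 (adjusted p = 0.0488). With 6 arrays the differences were -0.19 (adjusted p = 0.682) and -0.11 (adjusted p = 0.706), and the array left out read below the DSM OE mean in both (9.36 in DHCR7, and 9.24 against 9.42 in CYP51A1). As deposited, that array read below the DSM OE mean in every measured member of the list except PMVK. With all 6 arrays the list's median was -0.04 and the set test gave adjusted p = 0.530, with 0 members past the threshold in limma over all genes, 0 adjusted over the list alone and 1 at unadjusted p under 0.05. Of 10000 random lists matched on level, 0 had a median as low, and their middle value was 0.12. After cyclic loess the median was -0.16, with 16 of 18 members negative (adjusted p = 7.95e-05, or 0.190 with an estimated correlation). Over all alternatives the adjusted p of this list ranged from 2.71e-05 to 0.911, and its test turned to higher without DAXX OE replicate 2 (median -0.01) or replicate 3 (median 0.04).

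**Figure D3:**
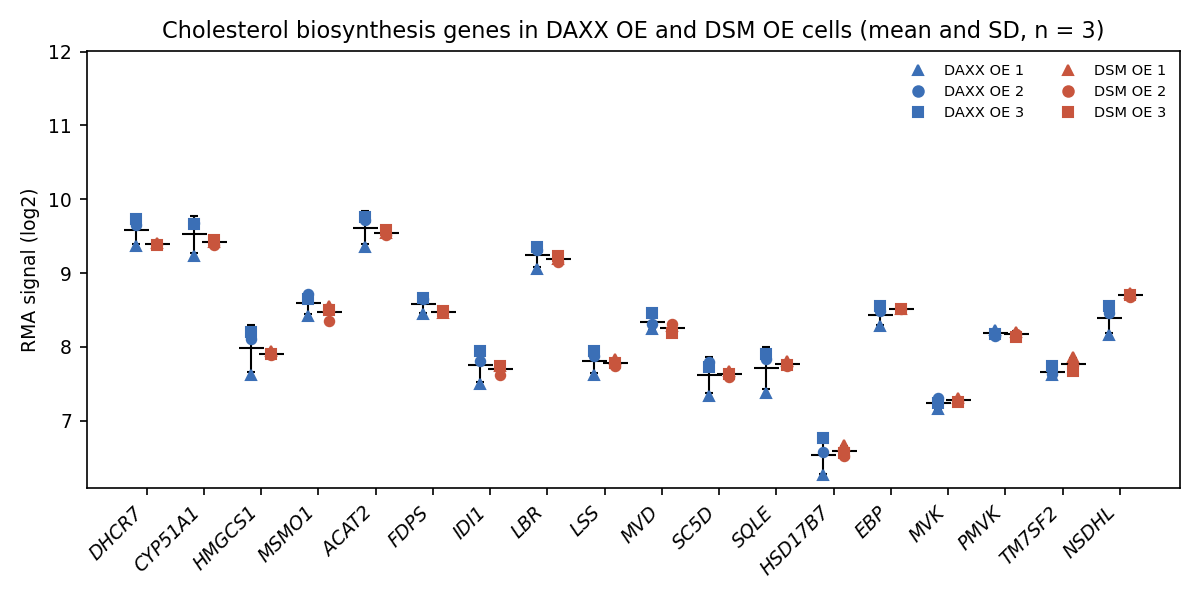
RMA signal (log2, y axis) of the 18 measured cholesterol biosynthesis genes (x axis, ordered by the difference without DAXX OE replicate 1) on each array, blue for DAXX OE and red for DSM OE, with triangles for replicate 1; black bars give the mean and SD of 3 arrays. For DHCR7, at the left end, the DSM OE arrays average 9.39, DAXX OE replicates 2 and 3 average 9.69, and DAXX OE replicate 1 reads 9.36.

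The genes other than DAXX with RT-qPCR primers that are reported here did not pass the threshold, with 6 arrays or without DAXX OE replicate 1. For HMGCS1, an early enzyme of the mevalonate pathway, the difference was -0.07 with 6 arrays (SE 0.15, adjusted p = 0.822) and -0.25 without that array (SE 0.05, adjusted p = 0.0766). FDPS, which makes farnesyl diphosphate, gave -0.11 (SE 0.09, adjusted p = 0.682) and -0.18 (SE 0.04, adjusted p = 0.100). STARD4, a sterol transfer protein, gave 0.05 (SE 0.18, adjusted p = 0.896) and -0.18 (SE 0.05, adjusted p = 0.181). FASN, the fatty acid synthase, gave 0.12 (SE 0.13, adjusted p = 0.694) and -0.01 (SE 0.07, adjusted p = 0.974). SREBF1 and SREBF2, which encode the sterol regulatory element-binding proteins, gave 0.15 (SE 0.08) and -0.04 (SE 0.11) with 6 arrays, and 0.12 (SE 0.05) and -0.14 (SE 0.05) without it, with adjusted p from 0.280 to 0.870.

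The set test with all 6 arrays called 13 of the 21 lists, all of them higher in DSM OE. None of the 13 held with an estimated correlation, where the lowest unadjusted p was 0.0875, for antigen presentation. Genes of higher signal read lower on DAXX OE replicate 1, and the middle value of random lists matched on level was positive for each of the 13. Of the 13 lists 4 lay above the 95th percentile of such random lists. These were the insulin receptor and mTORC1 pathway, interferon-stimulated genes, NF-kB targets, and extracellular matrix genes. When that array was left out the test called 4 lists: cholesterol biosynthesis and mesenchymal-like breast cancer cell markers lower, antigen presentation and extracellular matrix higher. None of these 4 held with an estimated correlation (lowest unadjusted p = 0.114). With 6 arrays 2 members of all lists passed the threshold over all genes, HLA-DRA and MMP1. Adjusted over the list alone, members passed with 6 arrays in antigen presentation (3), extracellular matrix (3) and luminal markers (1).

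Among other lipid genes, fatty acid synthesis (25 members) had a median difference of 0.03 with 6 arrays (adjusted p = 0.617) and -0.03 without DAXX OE replicate 1 (adjusted p = 0.149), with 0 members past the threshold in limma over all genes and 0 adjusted over the list alone in both, against 1 with 6 arrays and 2 higher and 5 lower without that array at unadjusted p under 0.05. The 12 SREBP pathway regulators and sterol uptake genes (0.08, adjusted p = 0.108) and the 7 LXR targets (0.06, adjusted p = 0.316) did not pass with 6 arrays, and without that array their adjusted p were 0.919 and 0.373. Glycerolipid and phospholipid synthesis (25 members) was called with 6 arrays (median 0.13, adjusted p = 0.00213, unadjusted p = 0.416 with an estimated correlation), while random lists of its level had a median of 0.11. Fatty acid oxidation was also called (0.10, adjusted p = 0.00246, unadjusted p = 0.446 with an estimated correlation). Neither was called without that array (adjusted p = 0.284 and 0.525), although 2 members of the oxidation list passed then, the mitochondrial thiolase gene ACAA2 higher (0.39, adjusted p = 0.0287) and the acyl-CoA dehydrogenase gene ACADL lower (-0.28, adjusted p = 0.0440), and 3 passed adjusted over the list alone. With 6 arrays ACAA2 differed by 0.57 and ACADL by -0.16 (adjusted p = 0.682 for both). ACADL had a low signal (5.12 in DSM OE), its groups overlapped, and after cyclic loess it differed by -0.05 (adjusted p = 0.901). The insulin receptor and mTORC1 list (28 members) had the largest median with 6 arrays, 0.20, with 27 members positive (adjusted p = 6.95e-05, unadjusted p = 0.343 with an estimated correlation) and 0 members past the threshold in limma over all genes or adjusted over the list alone, with 2 at unadjusted p under 0.05. Its median was 0.04 without DAXX OE replicate 1 (adjusted p = 0.0725), where 1 member passed adjusted over the list alone.

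In the antigen presentation list (28 members) HLA-DRA passed over all genes with 6 arrays, and 3 members passed adjusted over the list alone, all higher (median 0.08, set test adjusted p = 0.00213, unadjusted p = 0.0875 with an estimated correlation). Once DAXX OE replicate 1 was left out, 4 members passed over all genes, all MHC class II genes and all higher: HLA-DRA (2.46-fold), HLA-DRB1 (log2 difference 0.72, SE 0.06), the invariant chain gene CD74 (0.45, SE 0.07) and HLA-DPA1 (0.29, SE 0.04), and 7 passed adjusted over the list alone (adjusted p = 0.00227 for the list, unadjusted p = 0.208 with an estimated correlation). With 6 arrays HLA-DRB1 (0.44), CD74 (0.55) and HLA-DPA1 (0.09) did not pass (adjusted p from 0.447 to 0.786). On the array left out, HLA-DRB1 read 7.28, above its DSM OE mean of 7.16, and HLA-DPA1 read 6.08, above 5.78. Interferon-stimulated genes (35 members) had a median of 0.13 with 6 arrays (adjusted p = 0.00213, unadjusted p = 0.242 with an estimated correlation). Without that array the list was not called (median -0.01, adjusted p = 0.346), while 3 members passed, all higher, among them IFI27 (0.57, SE 0.04) and the antiviral synthetase gene OAS2 (0.49, SE 0.08), and 8 passed adjusted over the list alone. With 6 arrays IFI27 differed by 0.46 (adjusted p = 0.533) and OAS2 by 0.61 (adjusted p = 0.452). The list's mean and test were then positive while its median was negative. NF-kB targets, cytokines and chemokines (35 members) had a median of 0.10 with 6 arrays (adjusted p = 0.0259, unadjusted p = 0.360 with an estimated correlation) and of 0.03 without it (adjusted p = 0.426). There the cytokine gene IL24 was lower (-0.29, SE 0.05, against -0.14 with 6 arrays, adjusted p = 0.688), and 2 higher and 2 lower members passed adjusted over the list alone.

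The extracellular matrix and adhesion list (48 members) was higher in DSM OE with 6 arrays (median 0.11, adjusted p = 0.00213, unadjusted p = 0.233 with an estimated correlation), with MMP1 past the threshold over all genes and 2 higher and 1 lower adjusted over the list alone. With DAXX OE replicate 1 left out (median 0.04, adjusted p = 0.0261, or unadjusted p = 0.344 with an estimated correlation) 3 members passed as higher, among them MMP1 and the laminin gene LAMA4 (0.47, SE 0.04, against 0.42 with 6 arrays, adjusted p = 0.376), and SERPINE2 passed as lower, with 4 higher and 1 lower adjusted over the list alone. Of 24 luminal breast epithelial markers, 0 passed over all genes in either fit and 1 and 3 adjusted over the list alone, with adjusted p of 0.391 and 0.160 for the list. At unadjusted p under 0.05 in limma, 4 were higher and 0 lower with 6 arrays, and 6 and 0 without that array. The list was called in 1 of 18 alternatives, genes above the median level, where 10 of 10 members were positive (median 0.16, set test adjusted p = 0.00617). The 18 mesenchymal-like markers had 0 members past the threshold over all genes; 4 were lower adjusted over the list alone without that array (median -0.04, adjusted p = 0.0268, unadjusted p = 0.114 with an estimated correlation), against adjusted p = 0.535 with 6 arrays, where the median was 0.01 but the mean and the test pointed lower. Of 35 DAXX partners, H3.3 chaperones and SUMO machinery genes, 30 were positive with 6 arrays (median 0.12, adjusted p = 0.00213, unadjusted p = 0.511 with an estimated correlation) and 16 without that array (adjusted p = 0.981). There the SUMO ligase gene PIAS2 was higher (0.50, SE 0.04, adjusted p = 0.00512, against 0.74 with 6 arrays, adjusted p = 0.656), and 3 higher and 2 lower members passed adjusted over the list alone.

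Stress and growth lists were called with 6 arrays and not without DAXX OE replicate 1. With 6 arrays the unfolded protein and amino acid stress response (30 members) had a median of 0.07 (adjusted p = 0.00213), hypoxia and glycolysis (33) of 0.07 (adjusted p = 0.00424), p53 targets (21) of 0.11 (adjusted p = 0.0196), cytoplasmic ribosomal proteins (56) of 0.07 (adjusted p = 0.0121) and cell cycle and DNA replication (41) of 0.07 (adjusted p = 0.0428). With an estimated correlation their unadjusted p were 0.428, 0.465, 0.422, 0.609 and 0.676. Without that array the adjusted p of these lists were 0.373, 0.187, 0.610, 0.925 and 0.274 in the same order. Single members passed then: the eIF2-alpha phosphatase subunit gene PPP1R15A (-0.28, SE 0.04) and the vasodilator peptide gene ADM (-0.32, SE 0.05) were lower, and the pro-apoptotic gene PMAIP1 was higher (0.32, SE 0.05). With 6 arrays these were -0.15, -0.23 and 0.42, with adjusted p from 0.656 to 0.682. ACAA2, PIAS2 and PMAIP1 lie in a stretch of chromosome 18 where 50 of 51 neighbouring genes were higher in DSM OE without that array. Adjusted over the list alone, 5 members passed in the stress response list, 2 in hypoxia and glycolysis and 1 among p53 targets. Immediate early and heat shock genes (20 members) and 237 small nucleolar RNAs, 2 groups that respond to handling of cells and RNA, were not called in either fit (adjusted p = 0.0783 and 0.995 with 6 arrays, 0.981 and 0.149 without that array). Against random lists of like level the small nucleolar RNAs lay at percentile 99.97 with 6 arrays (median 0.04) and 0.02 without that array (median -0.02). FOSL1, a member of the first list, was lower without that array (-0.29, SE 0.04), as was SNORD93 of the second (-0.35, SE 0.05). With 6 arrays they were -0.22 (adjusted p = 0.682) and -0.15 (adjusted p = 0.694). The array left out read below the DSM OE mean in ACADL, IL24, PPP1R15A and SNORD93.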

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

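Transcript clusters without a single gene symbol lay outside the gene-level comparison, and some of them differed between the groups. In a limma fit over all 67528 clusters, 6 such clusters were higher in DSM OE than in DAXX OE past the threshold and 1 was lower, out of 43747; the 6 had log2 differences from 1.37 to 2.56. The cluster with the largest of these, TC11003311.hg.1, read 10.56 to 10.59 on the DSM OE arrays and 7.67 to 8.24 on the DAXX OE arrays. A pair of the 6 (TC0X000686.hg.1 and TC0X000687.hg.1) had identical values on every array. Without DAXX OE replicate 1, 16 were higher and 4 lower. The rule used here for a single outlying array covers groups of 4 or more arrays, so it was not applied to these groups of 3.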

How the results depend on the processing

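Cyclic loess and gene-by-gene array weights were chosen after seeing the data, and all other settings were planned. Splits of the 6 arrays into 3 and 3 number 10, too few for a share under 0.05. In 1 of 10 splits, the real one, limma gave as many as 14 genes (highest other 0) and as many as 505 genes at the study's thresholds (highest other 163). In 5 of 10 splits the set test gave as many as 13 lists (highest other 17), and each split has DAXX OE replicate 1 in one of its groups.

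Same-numbered arrays had correlations of deviations of -0.05, -0.30 and 0.17, and not every array correlated best with its own number. The DAXX OE mean includes replicate 1, so the deviations of DAXX OE replicates 2 and 3 mostly mirror it and share a sign pattern. The check therefore cannot show whether the numbers pair the arrays. With the replicate block 40 genes were called and 960 passed the study's thresholds, and 11 lists were called. The other counts were 5 (only genes above the median level, where 11232 were tested), 23 (all transcript clusters), 4 (treat at 1.3-fold), 2 (adjusted p under 0.01) and 25 (cyclic loess, 20 of them higher). Leaving out single arrays gave 1 to 280 genes: 280 without DAXX OE replicate 1, 2 without replicate 2, 3 without replicate 3, and 1 without each DSM OE array. At the study's thresholds these gave 240 (without DAXX OE replicate 1) to 1781 genes (without replicate 3), and the genes above the median level gave 291. Array weights did not converge (0.0278 to 90.7), so their 9677 genes cannot be interpreted. Gene-by-gene weights gave replicate 1 a weight of 0.0387 and called 1068 genes, or 1204 with the genes in reverse order, and 311 at the study's thresholds. Quantile normalization, median centring, trended moderation and the mean of clusters gave 13 to 17 genes. Similar counts do not mean the same genes: of the 14 called with quantile normalization, 9 were among the 14 of the main fit.

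The number of lists called was 4 without DAXX OE replicate 1, 15 without replicate 3, 4 with genes above the median level, 4 with quantile normalization, 4 with array weights, 5 with gene-by-gene weights and 1 with cyclic loess. It was 0 with an estimated correlation (0 at unadjusted p under 0.05) and 0 with fry (1 at unadjusted p under 0.05, antigen presentation, whose test of change in either direction called 1). The cholesterol list was called as lower in 6 of 18 alternatives, with adjusted p from 2.71e-05 to 0.911. DAXX passed in 3 of 15, with adjusted p from 2.97e-05 to 0.911: without DAXX OE replicate 1 (0.40, the lowest of the arrays left out; the highest was 0.53), with array weights (0.39, adjusted p = 2.97e-05) and with gene-by-gene weights (0.39), neither set of weights being reliable. Its lowest log2 difference over the 15 was 0.29, with the mean of a gene's clusters.

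Directions turned for these genes, none called with 6 arrays. STARD4 was -0.072 with quantile normalization, -0.14 with array weights (a call, adjusted p = 0.00993), -0.081 with cyclic loess, -0.14 with gene-by-gene weights, and -0.18 to 0.17 with single arrays left out. FASN was -0.0020 with cyclic loess and -0.010 to 0.23 with arrays left out, SREBF2 -0.14 to 0.042, and HMGCS1 -0.25 to 0.044. The set test turned for the following lists, given as medians, which can differ in sign from the test. Fatty acid synthesis was 0.069 with genes above the median level, -0.0088 with quantile normalization, 0.0020 with array weights, -0.0040 with cyclic loess, -0.0082 with gene-by-gene weights and -0.034 to 0.13 with arrays left out. Cell cycle was 0.066, -0.033, -0.031, -0.050, -0.033 and -0.028 to 0.13 in the same order. With cyclic loess, SREBP regulators were -0.0056 and ribosomal proteins -0.0016, and small nucleolar RNAs were 0.00075 with gene-by-gene weights. With single arrays left out, the ranges were -0.13 to 0.039 for cholesterol biosynthesis, 0.0021 to 0.18 for SREBP regulators, -0.011 to 0.20 for DAXX partners, 0.011 to 0.14 for immediate early genes, -0.041 to 0.018 for mesenchymal-like markers and -0.019 to 0.072 for small nucleolar RNAs. Except where fewer genes or arrays were tested, the cause was not tested. For all named genes other than DAXX, those above included, 490 values kept direction and side of the threshold, 22 lost and 104 gained a call, and for the lists 251 kept them, 90 lost and 13 gained a call. Of the 104 gained calls, 34 came with array weights, 32 with gene-by-gene weights, 30 without DAXX OE replicate 1 and 5 with the replicate block. Many of these genes were named because they passed without replicate 1, so their gain in that fit was fixed by the choice. Both sets of weights nearly removed the same array (0.0278 and 0.0387), so their gains are not separate support. The 22 lost calls were of HLA-DRA, KISS1, MMP1, RFPL4AL1 and VAT1L with an array other than DAXX OE replicate 1 left out. Signals near the background median of 4.26 to 4.46 limit what differences can be read.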

Other observations

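The tests chosen only after the result, or much of it, had been seen were those of MHC class II and the protocadherins, of a DSM OE culture under a wrong label, of both explanations for the cholesterol genes, and of gene order and gene dosage on chromosome 18, and cyclic loess was also added then.

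Several MHC class II genes were higher in DSM OE once DAXX OE replicate 1 was left out, while with 6 arrays only HLA-DRA was called, and whether the family shifts as a whole stays open. Of 17 measured members, counting HLA-DR, HLA-DP, HLA-DQ and HLA-DM genes with CD74 and the class II transactivator gene CIITA, 14 had a positive difference without DAXX OE replicate 1, with a median of 0.26 (log2), against 10 of 17 with 6 arrays. HLA-DMA differed by 0.51 (SE 0.09, adjusted p = 0.0602) and CIITA by 0.26 (SE 0.06, adjusted p = 0.140), neither past the threshold over all genes. The family was chosen because HLA-DRA, HLA-DRB1, CD74 and HLA-DPA1 had been called. Over the 13 other members 10 were positive without that array (median 0.11) and 6 with 6 arrays (median -0.08). Genes of chromosome 6, where most of the family lies, were also higher in 80.3% of cases without that array. In the run from HLA-E to RPL10A 90.4% were, but that run was picked for its high mean. The 10 of 13 members are no more than the chromosome's share, a rough reference, since both shares cover only genes above the median level. Their camera p was 0.00370 without that array and 0.0217 after cyclic loess, and with an estimated correlation 0.151 and 0.220, while with 6 arrays it was 0.399 (0.713 with an estimated correlation), so members that vary together may account for it. In 6 of 17 members the difference after cyclic loess was negative, and replicate 1 read higher than both other DAXX OE arrays in HLA-DRB1 (7.28) and HLA-DPA1 (6.08).

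Clustered protocadherin genes, tested because PCDHB11 stood near the top of the genes and which encode neural cell adhesion molecules from tandem arrays, were mostly higher in DSM OE, without settling a shift of the family. Of 30 measured members, 24 had a positive difference without DAXX OE replicate 1 (median 0.10) and 25 after cyclic loess (median 0.16). PCDHB11 (log2 difference 0.67, SE 0.05), PCDHB13 (0.31, SE 0.04) and PCDHGA5 (0.39, SE 0.05) passed the threshold without that array and did not with 6 arrays (adjusted p from 0.0658 to 0.682). With PCDHB11 removed, 23 of 29 were positive without that array (median 0.09) and 18 with 6 arrays (median 0.05). The camera p of these 29 was 4.54e-05 without that array and 1.86e-06 after cyclic loess, but with an estimated correlation 0.0915 and 0.0624, and with 6 arrays 0.0270 (0.284 with an estimated correlation). Signals of these genes were low (PCDHB11 averaged 5.07 in DAXX OE), and probes may cross-react among such similar genes. In 502 zinc finger genes the result depended on the fit. Camera gave p = 3.33e-06 with 6 arrays (median 0.09, 393 members positive), 0.470 without replicate 1 (median 0.00) and 0.000189 after cyclic loess (median 0.06), which with an estimated correlation became 0.470 as well.

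DAXX OE replicate 1 stood apart from the other 5 arrays. A level-dependent trend of its signal as the whole cause is argued against, because after cyclic loess its highest correlation with another array was 0.986, below the lowest correlation among the other 5 (0.996). A DSM OE culture under a DAXX OE label is argued against too, since of the 280 genes called without this array its loess-corrected value lay on the DAXX OE side of the midpoint in 81.1% (227 genes, exact 95% interval 76.0% to 85.5%, which treats genes as independent). After cyclic loess its differences from the other DAXX OE arrays also ran along chromosomes, with a correlation between neighbouring genes of 0.283, against 0.0641 for DAXX OE replicate 3 minus replicate 2. Some controls that do not come from the cells deviated too. The 4 poly-A RNAs added before labelling were each lower than on every other array (median 7.23 against 8.07 to 8.43). The 4 hybridisation controls had a median of 10.55 against 10.73 to 10.92. Of these, bioB and bioC were lower than on every other array, while bioD and cre lay within the range of the others. The ERCC probe sets read 5.58 against 5.20 to 5.37. The ERCC and hybridisation shifts were about the size of the array's level-dependent trend, so they are not separate evidence. The poly-A controls were lower by 0.63 to 1.53 (log2) than the mean of the other arrays, beyond that trend's lowest median of -0.39. A technical part, in the controls' amount, the labelling or the normalization, may account for this. Whether a different culture could also shift these controls was not tested, and this comparison was chosen after the array had been seen to stand apart. How much of the array's difference is technical stays open, and a separate batch, RNA quality, or a culture that had diverged from the others cannot be weighed further, as no label gives dates, RNA quality or passage.

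The cholesterol biosynthesis list was called as lower in DSM OE once DAXX OE replicate 1 was left out, with 2 of 18 members past the threshold, but not with an estimated correlation (p = 0.117). A level-dependent trend between the remaining arrays as the whole cause is argued against, with the median at percentile 0 of random lists matched on level, and with the list still lower after cyclic loess (adjusted p = 0.0117 with fry, but 0.190 with camera at an estimated correlation, where the unadjusted p was 0.00904). The percentile is not specific to these genes: 10 of 21 lists lay past the 5th or 95th. Random lists ignore that members vary together, and whether this or shifts of those lists account for the 10 was not tested. Chance from the choice of the arrays kept stays open. DSM OE minus replicate 1 alone, after cyclic loess, put the list's median (-0.15) at percentile 0.55, but that is 1 array, it shares the DSM OE arrays, and 5 of 21 lists passed there. A difference in handling of RNA stays open too, as small nucleolar RNAs lay at percentile 0.02 without replicate 1, though at 100 against it. A loss of SUMO binding by DAXX is a candidate explanation that the design names, but 1 population per construct and a DAXX signal that was 1.32-fold higher in DSM OE without that array leave drift between the populations open. That signal is RNA, and the paper reports similar amounts of both DAXX proteins in xenograft tumors. Its lipogenesis, ChIP and other cell line data on the mutant were not analysed here.

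A run of chromosome 18 genes was higher in DSM OE once DAXX OE replicate 1 was left out. In a window of 51 neighbouring genes from ATP5F1A to CBLN2, which includes SMAD2, SMAD4, BCL2 and the named genes PIAS2, ACAA2 and PMAIP1, 50 were higher, by 0.24 on average (log2), and 13 passed the threshold. Chance order is argued against, since 0 of 1000 shuffles gave a running mean as far from 0 (highest 0.127). An artifact of the arrays kept stays open. The median against replicate 1 alone (0.38 after cyclic loess) lay at percentile 100 of random lists matched on level, but this comparison uses 1 DAXX OE array and the same DSM OE arrays that picked the window, and random lists lack the correlation between neighbouring genes (0.247). A difference in gene dosage between the cultures may underlie it and stays open: 96% of the brighter and 100% of the dimmer genes of the window were higher, but the window was chosen for its high mean, which nearly fixes such shares, and no DNA was analysed here. Runs beyond all shuffles were also found on chromosome 16 (peaks of -0.16 and 0.14), chromosome 7 (-0.13) and chromosome 6 (0.13), the smallest of them near the highest shuffle. Such runs also arose within a group. Replicate 1 minus the other DAXX OE arrays, after cyclic loess, had a running mean of -0.32 on chromosome 8, around IMPA1. There DSM OE minus those other DAXX OE arrays was -0.006, so a run alone does not mark a difference between the constructs.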
